A study of Arabidopsis thaliana with 40 samples. Its data were reported in "Quantification of cell identity from single-cell gene expression profiles" (2015).

How the data were processed

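The series profiled single cells of the quiescent center (QC), the small group of rarely dividing cells at the heart of the root stem cell niche of *Arabidopsis thaliana*. Per the labels, roots of WOX5:GFP plants of the Col-0 background were harvested at 5 days after stratification, cell walls were digested, and GFP-positive cells were sorted. RNA was amplified by CEL-Seq, in which poly(A) RNA is reverse transcribed with a barcode for each cell, pooled and amplified by in vitro transcription. All 40 samples carried the same label, so there was 1 group. The labels named no plant, culture or batch, and the group was treated as 1 biological sample, with medians and ranges and with no test across cells.

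The deposited values were log2 of depth-normalized read counts plus 1, as the authors describe for their libraries. For its hand-picked cells the study states Bowtie2 alignment to TAIR10, counting on exons with ngsutils and removal of genes with little covered sequence. Aligner, counter and filters of the CEL-Seq libraries are not stated. The table had 32771 rows, of which 32678 were *Arabidopsis* loci, 91 were ERCC spike-in RNAs (synthetic transcripts added in known amounts), and the rest were the GFP and CFP reporters. A profile was found for 39 of the 40 samples by matching barcodes, and 1 sample was not analysed here.

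Counts were recovered from the log2 values. In each profile, 2 to the power of the value, minus 1, was a whole multiple of a single step, within 0.000844 of a step. The smallest recovered count above 0 was 2. The recovered counts were scaled to CPM (counts divided by the total count, times 1e+06) over the *Arabidopsis* loci, with ERCC and reporter rows left out. ERCC rows held 4.97% of the counts of the deepest profile. The sum of counts may exceed the number of reads. Near-equal counts at pairs of ribosomal RNA loci argue that reads were shared there. It is not known whether shared reads were counted in full at each locus or divided. For its hand-picked cells, the study counted reads with more than 1 location in part. No molecular identifiers are stated, so intervals cover counting error only. Intervals are exact Clopper-Pearson at the 95% level.

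A gene was detected at a value above 0. Profiles were thinned without replacement to 10000 counts. The identity score of a tissue was the mean CPM over its marker list times the share of its markers detected, divided by the sum over 15 tissues. The lists came from the marker sheet the study provides, derived from microarrays of sorted tissues, with 362 entries for 360 loci and 24 QC markers. The sheet does not head its blocks by tissue, and blocks were assigned to tissues by the order of their information scores. The study's text gives another number of markers at its chosen threshold, so these lists may not be exactly the ones it scored with. The study's information weights were not used, so the score differs from the study's index. Each score was placed among 1000 random lists of the same length drawn from the detected genes. Correlations were across genes on log2(CPM + 1). The coefficient of variation (CV) was computed for genes with a mean of at least 100 CPM and set beside the CV from read sampling alone for independent profiles of these depths.

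The named genes were WOX5, SCR, SHR, GL2, WOL, VND7, PLT1, PLT2, BBM and the GFP row, which were fixed before the data were examined. Rules fixed beforehand then picked the 5 genes with the highest mean CPM and the 3 QC markers detected in most profiles. They also picked the 5 genes with the highest ratio of CV to sampling CV among genes of at least 100 CPM. Gene names came from a TAIR10.1 gene table, which had 31912 of the 32678 loci. The build of the CEL-Seq table is not stated, so no coordinates are given.

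For the composition of the counts added between successive profiles, rows with an expected count of at least 5 in the step were compared by a chi-square. Alternatives covered the detection limit, a minimum of 1000 detected genes, the thinning depth, the top share of genes, the form of the score, the marker lists, the random lists, the pseudocount, the scaling and organelle genes. Differences between successive profiles, the deepest profile alone, and the score without the largest contributor of the leading tissue were added after the data were seen. Count recovery, the composition chi-square, the identity score, the CV and the thinning were tested on simulated data, and the correlation, the first appearance of genes and the ERCC share were not. Count recovery on 32771 simulated rows returned 100% of values. With each of 15 lists raised 64-fold, 15 scored highest and 15 passed 95% of random lists. With an 8-fold rise, 15 scored highest and 4 passed. In the data 42.2% of markers were detected in the deepest profile, so this recovery does not carry over to the real lists. Unchanged genes in simulated independent profiles had a median CV of 0.955 times the sampling CV. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.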

Results

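CEL-Seq profiles labelled as single QC cells were examined for 39 of the 40 sorted cells of the series. The recovered total count ranged from 60463 in the profile of QC cell 4 to 7820633 in that of QC cell 22. When the profiles were ordered by total count, none of the 32771 rows was lower in a profile than in the next shallower one, over 38 steps. In 20 simulations of separate libraries with the same depths, between 198216 and 198937 values were lower. The counts added at a step ranged from 13587 to 1295591. Each profile thus contained all counts of the shallower ones. The profiles were therefore counted as 1 sample and not as 39 independent cells, and every value over profiles below describes nested profiles.

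The composition of the added counts was compared with the rest of the deepest profile over the 5030 rows above 0 in the shallowest profile. The chi-square per degree of freedom had a median of 1.07 over steps and ranged from 0.956 to 1.21. Its median over steps lay between 0.990 and 1.01 in 100 random splits of the same counts. The difference from a random split was therefore small but larger than sampling noise.

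**Figure D1:**
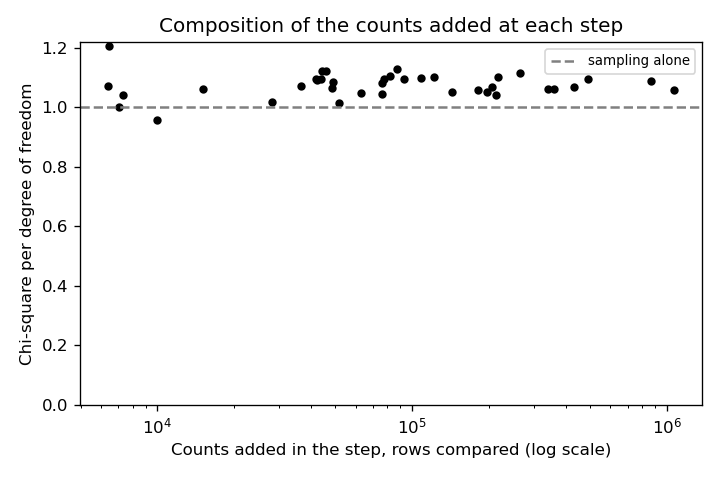
Each point is 1 of the 38 steps between successive profiles, with the counts added in the rows compared on a log axis and the chi-square per degree of freedom against the rest of the deepest profile on the vertical axis. The dashed line marks sampling alone, and the steps lie between 0.956 and 1.21.

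The study asked how consistently a transcript is detected across QC cells. The median number of genes detected was 15062, with a range from 4997 to 16780. A limit of 10 CPM moved this median most, to 9063. The number of genes detected followed depth. At 10000 counts the median was 3724, with a range from 3050 to 3808. Thinning the deepest profile alone 39 times gave 3686 to 3854 genes. In total, 16780 genes were detected in at least 1 profile and 4997 in every profile, and these equal the numbers in the deepest and in the shallowest profile, as nesting requires. At least 10 profiles detected 15930 genes, and at least 30 detected 11870. The top 10% of values in every profile shared 2278 genes. In the differences between successive profiles, which were examined after the nesting was seen, the median was 9599 genes and 1148 genes were above 0 in every difference.

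**Figure D2:**
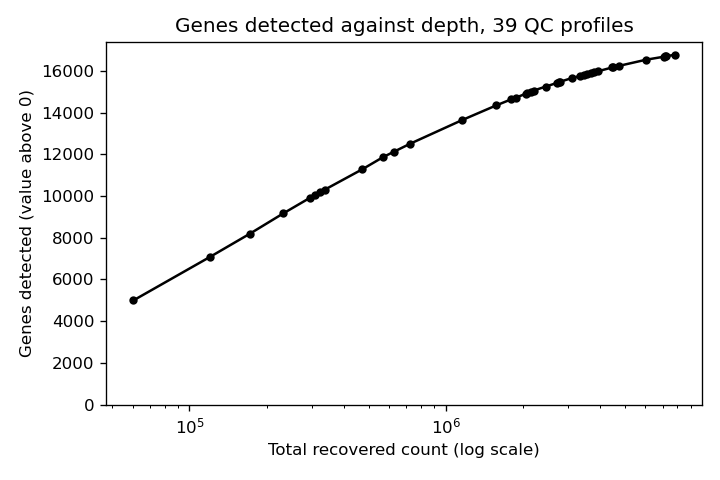
Points are the 39 QC profiles, with the recovered total count on a log axis and the number of genes with a value above 0 on the vertical axis. Genes detected rose from 4997 in the shallowest profile to 16780 in the deepest.

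The next question was whether cells sorted by a QC reporter score highest for QC markers. The QC score was the highest of the 15 tissues in 0 of 39 profiles. The interval for such a share would assume independent profiles, so none is given. Late phloem-pole pericycle was highest in 38 profiles and endodermis in 1. The QC share of the score had a median of 9.36% and ranged from 6.72% to 18.9%. In the deepest profile QC ranked 3, with 11.8% of the score, below late phloem-pole pericycle at 21.6% and cortex at 12.7%. With only the first 10 markers of each list, the alternative that moved the call most, QC was highest in 17 profiles and late phloem-pole pericycle in 22.

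In the deepest profile 10 of the 24 QC markers were detected, with a mean of 12.4 CPM over the list. RIP5 (AT5G60210) led with 208 CPM (95% interval 198 to 219). For late phloem-pole pericycle, 18 of 27 markers were detected, with a mean of 14.2 CPM. The other QC markers detected most often were OEP16-1 (AT2G28900) at 12.8 CPM and AT5G41620 at 8.34 CPM, each above 0 in 38 profiles.

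**Figure D3:**
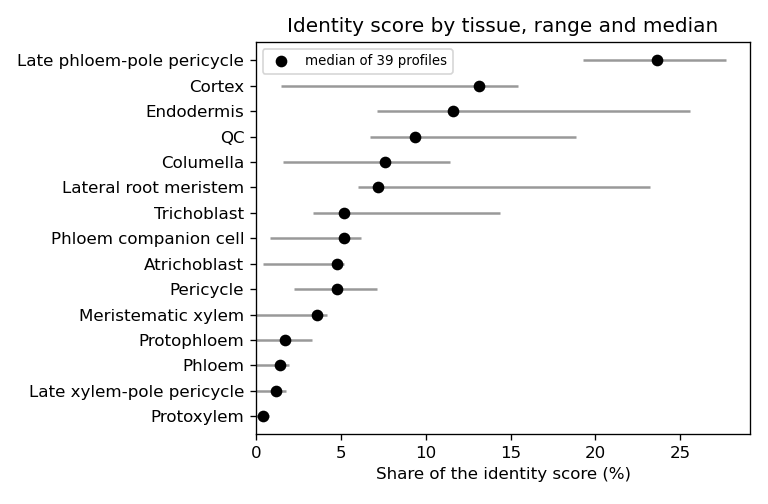
Points are the median share of the identity score over the 39 profiles for each of 15 tissues, in percent, and lines span the lowest to the highest profile. Late phloem-pole pericycle has the highest median, 23.7%, and QC has 9.36%.

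The QC score lay above 95% of random lists in 0 of 39 profiles, and the count was 0 for each of the other 14 tissues. This comparison was nearly fixed by its construction. Random lists were drawn from detected genes, all of which were detected in the deepest profile, while 42.2% of the markers were detected there. Random lists of QC length had a median mean of 40.6 CPM in that profile. Against random lists from all genes of the table, the QC score of the deepest profile exceeded 21.7% of lists, and against lists matched on mean it exceeded 63.0%. The QC count remained 0 of 39 in both cases. With matched lists, late xylem-pole pericycle passed in 10 profiles, late phloem-pole pericycle in 5 and phloem in 3. Matched lists took genes of like mean CPM in these same profiles, and undetected genes for undetected markers. They were thus matched on much of what the score measures, so neither the 0 nor these passes show whether a list stands out.

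The pairwise Pearson correlation across 16780 genes had a median of 0.945 over 741 pairs, with a range from 0.726 to 1.000. Genes are not independent replicates, and the profiles share counts. Restriction to genes of at least 100 CPM gave 0.861. In the differences between successive profiles the median was 0.713.

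To ask whether highly expressed genes vary beyond read sampling, CVs were compared for 1768 genes of at least 100 CPM. The median CV was 0.0737, below the 0.0960 that sampling gives for independent profiles, since nested profiles share counts. In the differences between successive profiles, with CPM rescaled to the genes present in the shallowest profile, 1934 of those genes had at least 100 CPM. Their median CV was 0.330 and the sampling CV was 0.335. The median over genes of their ratio was 1.00, above the range from 0.959 to 0.978 in 100 simulations of independent draws at the same depths. With CPM scaled to all genes, 1773 genes had at least 100 CPM in the differences and their ratio was 1.03, and the simulated range was 0.958 to 0.979. The variation was thus slightly larger than read sampling gives. It comes from the same successive differences as the chi-square above, so it is not separate evidence. Reads counted more than once could also give it, so it does not show variation between cells.

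Named markers were above 0 in a share of profiles that followed depth, with a median of 76.9% over 9 genes. WOX5 (AT3G11260) was above 0 in 30 of 39 profiles and had 10.6 CPM in the deepest (95% interval 8.42 to 13.2). SCR (AT3G54220) was above 0 in 37 profiles and had 28.5 CPM. WOL (AT2G01830), a stele marker, was above 0 in 38 profiles and had 33.5 CPM. SHR (AT4G37650) and GL2 (AT1G79840) were each above 0 in 30 profiles, at 4.17 and 8.48 CPM. VND7 (AT1G71930) was above 0 in 28 profiles with 9 counts in the deepest. PLT1 (AT3G20840), PLT2 (AT1G51190), BBM (AT5G17430) and GFP were listed at 0 in every profile. Rows absent from the shallowest profile first appeared with a median count of 3, but 275 of 11820 had at least 30 counts at once and at least 30 expected later, so a listed 0 sets no upper limit. At 10000 counts the median share of profiles with a named marker was 2.56%.

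The highest mean CPM belonged to AT3G41768 and AT2G01010, with 56236 and 56216 CPM, then to AT2G01020 and AT3G41979, with 14294 and 14293 CPM. These are ribosomal RNA loci with near-equal counts, so the split of reads between them is uncertain. KIN2 (AT5G15970) followed with 7238 CPM. The highest ratios of CV to sampling CV belonged to scpl47 (AT5G22980) at 23.3, AT2G09960 at 17.9, AT2G23880 at 15.3, CYP705A18 (AT3G20090) at 14.8 and TPPI (AT5G10100) at 10.4. Each of these 5 genes was listed at 0 in the shallower profiles and appeared abruptly. For scpl47 the first count above 0 was 5967.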

Values the study reported

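The study isolated 40 single QC cells for CEL-Seq. For 30 QC cells of its other libraries, picked by hand or taken from earlier work, it reported about 10,000 detected genes in a given cell. It gave 943 genes found in all 30 cells, 15,492 found in at least one, and 11 highly expressed genes common to all of them. With its weighted index, it identified as QC all cells picked by WOX5:GFP. With resampled reads of 40 single root cells it reported the right tissue, at high confidence, 87% of the time at 10,000 reads per cell.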

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

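All tests in this part were chosen after the result was seen. ERCC spike-in rows, which were left out of gene detection, identity scores, correlations and CVs, held 4.97% of the counts of the deepest profile, in 70 of 91 rows. There were no control samples to set this signal against. A comparison with a count of 0 decides nothing, since the rows were already seen above 0. Spike-in RNA added to the libraries is a candidate explanation, and the counts of ERCC rows above 0 spanned 2.28 on a log10 scale. Over the 33 ERCC rows present in the shallowest profile, the ERCC share of the counts added at a step ranged from 4.63% to 5.26%. The chi-square per degree of freedom of this share was 2.15, so it moved by more than counting error. Cells that differ in RNA content could give such movement, and this stays open because the RNA content of the cells was not measured in another way. No biological explanation was tested, since there was 1 group.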

How the results depend on the processing

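A median was taken as moved when it changed by at least 1 SD, which was 3036 genes over profiles, 144 genes at 10000 counts, 2.32 percentage points for the QC share, 0.0690 for the correlation over pairs and 0.127 for the CV over genes. For the CV this SD exceeded the main value of 0.0737, so no decrease could count as moved. The CV of 0.0324 for genes of at least 1000 CPM was therefore counted as within tolerance. Numbers of genes were taken as moved beyond 1.5 times. Of 59 alternatives listed beforehand, 43 left the result within this tolerance and 16 moved it. Of 15 alternatives chosen after the data were seen, 9 moved it. The minimum of 1000 genes removed none of the 39 profiles, and all 279 organelle rows were at 0, so these settings test nothing. Spreads over nested profiles are not replicate errors. For numbers and shares of profiles the tolerance was the exact interval that 39 independent profiles would give, used only as a yardstick, since the profiles are not independent. The causes were not tested except where the setting itself sets the value.

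A detection limit of 10 CPM gave a median of 9063 genes, 10876 genes in at least 1 profile and a median marker share of 0%. Thinning to 5000 and 50000 counts gave 2373 and 8282 genes. With every profile at 10000 counts, 334 genes were detected in all, QC scored highest in 6 profiles, the correlation was 0.432 and the marker share 2.56%. The top 5% of values shared 1171 genes. For the 9 named markers taken singly, 10 of 36 values under alternatives listed beforehand left their exact interval, as did 6 of 9 under differences between successive profiles.

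The QC share of the score was 3.71% on log2(CPM + 1), 13.2% with no weighting by the share detected, 23.4% with the first 10 markers and 1.91% without the largest contributor of each tissue. With the first 10 markers QC was highest in 17 profiles. The deepest profile alone gave 11.8%. The correlation over genes of at least 100 CPM was 0.861. The QC score passed 95% of random lists in 0 profiles under every alternative run for it. Where the lists came from detected genes, this 0 was nearly fixed by construction. Lists matched on mean were matched on much of what the score measures, so their 0 decides little too. Counting those settings as within tolerance therefore says little about stability.

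Differences between successive profiles gave a median of 9599 genes, 1148 in every profile, 568 in the top 10%, a correlation of 0.713, a CV of 0.319 and a marker share of 35.9%. Over genes of the shallowest profile the correlation was 0.726 and the CV 0.330.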

Other observations

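The tests of the nesting, of the abrupt appearance and of the low QC rank were chosen after the result was seen, while the other forms of the score and the thinning to 10000 counts were listed beforehand. The nesting of the profiles was weighed first. Libraries counted separately would give many values lower in a deeper profile, and 0 were found. A purely random split of independent counts is argued against by the median chi-square per degree of freedom of 1.07, above the highest of 100 random splits, 1.01. A running total over cells whose transcriptomes differ by a like relative amount in every gene would make this excess grow with the count of a gene. This was tested on the 2144 abundant rows with an expected count of at least 1 in every step, split into 5 sets of near-equal size with a median count from 624 in the lowest to 3915 in the highest. The excess was 0.0150 larger in the highest set than in the lowest, with a bootstrap range from -0.0248 to 0.0580. It did not rise steadily across the 5 sets. A simulation with no difference gave 0.0134. A simulated log2 SD of 0.05 per gene and step gave 0.197. Rows with lower counts were not tested in this way. Differences between cells that do not scale with the count in this manner were not simulated, so the result does not bear on them. A mixed pool in which some reads are counted more than once may explain a small excess of like size in all 5 sets, and the highest set had 1.09. Whether such a pool was taken at 39 depths or summed over barcodes that each held the same mixture cannot be told apart, because both give the same composition at each step. The movement of the ERCC share, at 2.15, was taken over 33 rows pooled, while the excess was a mean over single rows. These values are therefore not comparable in size, and the cause of the ERCC movement stays open.

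Some genes appeared abruptly. The 11820 rows first above 0 after the shallowest profile had a median count of 3 on first appearance, and 275 of them had at least 30 counts on first appearance and at least 30 expected later. For these, the first count relative to depth was 0.995 times the later rate at the median, and 1.29 times at the 95th percentile. Expression in 1 cell only is argued against by the median, since such a gene would gain few counts afterwards. A minimum on reads is argued against by a first count of 8491 for AT4G09770, a gene singled out after its values were seen, while the smallest first count was 2. The median count expected in the previous profile, where the gene was at 0, was 63.3. A filter that sets genes to 0 until another property is reached, such as the length of sequence covered, remains possible. The ratio, from 0.796 at the 5th percentile to 1.29 at the 95th, does not single out such a filter. The property itself was not tested. No biological explanation was tested.

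With the score as fixed beforehand, depth did not explain the low rank of QC, since QC ranked 3 in the deepest profile. That rank depended on the form of the score. It was 1 with the first 10 markers of each list, 2 with no weighting by the share detected and 10 on log2(CPM + 1). A single abundant marker of the leading tissue is argued against, since the same tissue led in 37 of 39 profiles when the largest contributor was left out of that tissue alone, and QC then led in 1. Over detected markers alone QC ranked 1 in the deepest profile with 29.9 CPM, but without the leading marker of each tissue QC ranked 5. QC markers set to 0 by a filter may therefore lower the score, and this stays open because the order rests on RIP5. The missing information weights and the mixture of cells sorted remain open as untested explanations, and so does a biological difference.

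The median number of genes detected here was 15062. That is higher than the value quoted from the study above. The number of genes in every profile was 4997. That is higher than the value quoted from the study above. The number of genes in the top 10% of every profile was 2278. That is higher than the quoted number of common highly expressed genes. At 10000 counts QC was highest in 6 of 39 profiles. That is a lower share than the one quoted for 10,000 reads per cell. The study's share counted calls at high confidence with its information weights, while the 6 profiles only had QC as the highest unweighted score. The profiles here are nested and other libraries were quoted, so these pairs do not measure the same quantity.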
